A study of Mus musculus with 2 samples.

How the data were processed

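Liver non-parenchymal cells, the cells of the liver other than hepatocytes, were profiled by droplet single-cell RNA sequencing from mice given carbon tetrachloride (CCl4), a hepatotoxin that causes liver fibrosis, for 8 weeks. The labels give 1 library from Mfap2 wild-type and 1 library from Mfap2 knockout animals. Mfap2 encodes a glycoprotein of extracellular microfibrils. The number of animals behind each library is not stated in the labels.

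The deposited matrices hold raw counts of unique molecular identifiers (UMIs, tags that mark single RNA molecules) per gene and cell barcode, made by the authors with Cell Ranger 7.0.1 per the file headers. Chromium 3′ v3 chemistry was used, per the labels' protocols. The genome build, the annotation, the treatment of intronic reads and any earlier filter on cells are not stated there. The lowest UMI total per barcode was 500 in both libraries. Of the 32285 gene identifiers, 32158 (99.6%) occur in GENCODE M21 on mouse build GRCm38, which was used for gene positions and overlaps only.

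Cells with at least 200 genes and at most 20% mitochondrial UMIs were kept, which removed 413 wild-type and 149 knockout barcodes. Doublets were scored with Scrublet in scanpy 1.11.5. The highest-scoring cells were removed in each library at 0.8% per 1000 cells, 1034 wild-type and 1295 knockout cells. The automatic Scrublet threshold marked 1 wild-type cell (0.0085%) and so did not work in that library. It marked 661 knockout cells (5.14%). The cells kept numbered 10336 and 11428.

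Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes entered a principal component analysis. Genes of the fixed lists, Mfap2, mitochondrial, ribosomal protein and haemoglobin genes were left out of this step. Both libraries were clustered together on 30 components, 15 nearest neighbours and Leiden resolution 1 (leidenalg 0.10.2), which gave 40 clusters. A cluster took a class name from fixed markers when at least 3 of them were raised at least 2-fold in at least 10% of its cells. Clusters with fewer such markers remained unnamed. So did clusters whose 10 leading genes held more markers of another class, and clusters whose cells were far below the median depth of their library with no marker of the class among those genes.

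The rule on leading genes was extended after the clusters were seen: Kupffer and scar-associated list genes, apart from broadly expressed members such as Spp1, Apoe and Cd63, were counted as macrophage genes, because a low-UMI cluster led by Kupffer genes and haemoglobin had first been named erythroid. That cluster, number 17, held 1.86% of wild-type and 1.07% of knockout cells and has no class name here. In all, 7 clusters with 14.8% of wild-type and 14.1% of knockout cells remained unnamed. Cluster borders also moved slightly with the numerical library settings, which were fixed for all values given here.

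UMIs were summed over the cells of a class and library and given as CPM, counts scaled to a class total of 1e6 UMIs. Log2 ratios are knockout over wild type, with 1 count added to each sum. With 1 library per genotype no test between genotypes is possible, and no p-value or number of changed genes is given. Intervals at 95% cover counting error only: exact Poisson intervals for CPM, Clopper-Pearson intervals for shares, exact conditional intervals for ratios, and Poisson resampling of the counts for list medians. A count of 0 is given with the upper limit that 3 counts would set.

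The comparisons, the alternatives, the gene lists, the class markers and the rule for naming genes were chosen before the data were examined. The lists covered fibrillar collagen and crosslinking, myofibroblast contractile, microfibril and elastic fibre, TGF-beta response, matrix degradation, scar-associated macrophage, resident Kupffer cell, inflammatory cytokine, endothelial capillarisation, sinusoidal differentiation, dissociation stress and interferon response genes. Genes with at least 20 UMIs over both libraries entered a list's median. Its percentile was taken among 10000 random lists of the same size, each gene drawn from the 100 nearest in mean expression. Such a percentile describes these libraries and is not a test.

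Genes were also named by a fixed rule: the 5 highest and 5 lowest log2 ratios in each of the mesenchymal-like, macrophage-like and endothelial-like classes. Candidates had a mean CPM of at least 100 and, in the library where they were higher, a class CPM at or above that of all other cells. Class markers, the 10 leading genes of each cluster of the class, mitochondrial, ribosomal protein and haemoglobin genes were left out. For shares of cells with a UMI, each cell was thinned to 1000 UMIs, which left out 919 wild-type and 594 knockout cells.

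The interval and list steps were tested on simulated counts with 200 genes changed 2-fold. In simulated mesenchymal-like sums, 95.8% of 12497 intervals held the true ratio, and 99.5% of changed genes had the right sign. The interval excluded 0 for 85% of the changed genes. The interval coverage was 95.8% of 14951 genes in simulated macrophage-like sums and 95.7% of 13767 genes in simulated endothelial-like sums. The counts were drawn from Poisson distributions, which the intervals assume, so this coverage checks the computation only. UMIs of a gene that gather in few cells were not simulated.

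The 16 alternatives chosen then changed the cell filter, doublet removal, Leiden resolution, number of components, genes used for clustering, centring per library, joint or separate clustering, cell weighting, scaling, the UMI minimum and the added count. A further 3 were chosen after seeing the data: thinning before clustering, clustering also without the leading genes of the Kupffer-like cluster, and leaving out the 5 cells of each library with the most UMIs of a gene. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.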

Results

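Non-parenchymal cells from fibrotic livers of Mfap2 wild-type and Mfap2 knockout mice were compared after 8 weeks of CCl4, with 1 library per genotype. The wild-type library held 11783 barcodes and 82499307 UMIs, with a median of 4685 UMIs per barcode. The knockout library held 12872 barcodes and 118226367 UMIs, with a median of 6511, 1.39 times that of the wild type. Differences between the libraries have no replicate check, so genotype, animal and library preparation are not separated. The intervals given are 95% counting intervals.

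Mfap2 was examined first as a check of the labels. The gene (ENSMUSG00000060572) lies on the forward strand of chromosome 4, from 141010418 to 141015984 on GRCm38. Over all cells kept, the wild-type library had 217 Mfap2 UMIs and the knockout library had 3. In mesenchymal-like cells Mfap2 stood at 56.7 CPM (48.6 to 65.7, 175 UMIs) in the wild type. It stood at 0.554 CPM (0.067 to 2.0, 2 UMIs) in the knockout, a 102-fold difference with a counting interval of 27.9 to 852. The largest change under any alternative came from thinning cells before summing, which gave 48.2 CPM in the wild type and 0 in the knockout.

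An Mfap2 UMI was found in 84 of 242 wild-type mesenchymal-like cells (34.7%, 28.7 to 41.1) and in 2 of 240 knockout cells (0.833%, 0.101 to 2.98). The median depths of these cells were 12186 and 14153 UMIs. Thinning left out 14 wild-type and 7 knockout cells of this class, and the numbers were then 11 of 228 wild-type cells (4.82%) and 0 of 233 knockout cells, which allows a share of up to 1.29%. B-like cells, which served as background, had a UMI in 1 of 1224 wild-type cells (0.0817%) and 0 of 1799 knockout cells, which allows up to 0.167%. Their median depths were 3382.5 and 4770.0 UMIs.

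**Figure D1:**
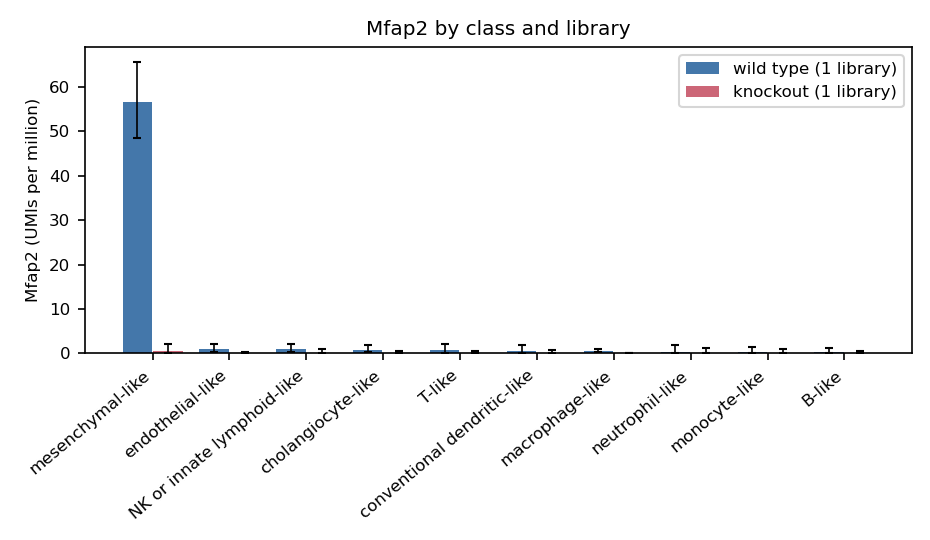
Mfap2 CPM in 10 classes (x axis) for the wild-type and the knockout library (bars), with exact Poisson 95% intervals. The wild-type mesenchymal-like bar stands at 56.7 CPM and the knockout one at 0.554 CPM.

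The second comparison asked whether the makeup of the cell suspension differed. Mesenchymal-like cells, the class that holds stellate cells and fibroblasts, made up 2.34% of wild-type cells (2.06 to 2.65) and 2.10% of knockout cells (1.85 to 2.38). The log2 ratio was -0.16 (-0.42 to 0.11), an interval that includes 0. Across the 12 alternatives that changed cells or clusters, this ratio lay between -0.22 and 0.05. Cluster 36 (9 wild-type and 43 knockout cells) was closest to this class but has no class name, so it is not counted here. Macrophage-like cells made up 19.9% (19.2 to 20.7) and 18.9% (18.2 to 19.6), a log2 ratio of -0.08 (-0.16 to 0.01), again within counting error. The 4 clusters of this class moved apart, with log2 ratios of 0.40 (cluster 1), -0.42 (cluster 15), 1.39 (cluster 23) and -1.63 (cluster 5). The last lay between -1.81 and -0.80 in 11 alternatives. It was -0.13 when the genes that lead cluster 5 were left out of clustering, which merged it with other cells, and the others were not followed through the alternatives. Endothelial-like cells rose from 11.8% (11.2 to 12.5) to 14.3% (13.6 to 14.9), a log2 ratio of 0.27 (0.16 to 0.38). That ratio was lowest, at 0.15, under the automatic doublet threshold. Of the 4 clusters in this class, cluster 4 rose from 5.33% to 8.54% of cells and cluster 8 went from 4.32% to 3.63%. Clusters 16 and 34 had intervals that include 0. Cluster 8 held shallow cells (median 1356 and 1459 UMIs) with more mitochondrial UMIs than cluster 4, so cell quality may enter these shares.

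Among the other classes, B-like cells made up 11.8% of wild-type and 15.7% of knockout cells, and T-like cells 7.39% and 8.57%. Some small classes differed as well. Erythroid-like cells made up 1.02% and 0.254%, a log2 ratio of -2.00 (-2.65 to -1.40). Plasmacytoid dendritic-like cells made up 0.319% and 0.805% (1.33, 0.75 to 1.95), and cycling cells 0.522% and 1.28% (1.29, 0.83 to 1.77). Hepatocyte-like cells made up 0.455% and 0.726% (0.68, 0.14 to 1.22). NK or innate lymphoid-like cells made up 7.18% and 4.15%, a log2 ratio of -0.79 (-0.96 to -0.62). Neutrophil-like cells made up 11.2% and 8.38%. Monocyte-like cells, named by markers such as Ly6c2 and Ccr2, made up 4.69% and 3.67%. Their log2 ratio changed from -0.36 to 0.12 when each library was clustered separately. Mesothelial-like cells numbered 23 in the wild type and 0 in the knockout, which allows a share of up to 0.0263%. Shares sum to 100% within a library, so a rise in any class lowers the others.

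**Figure D2:**
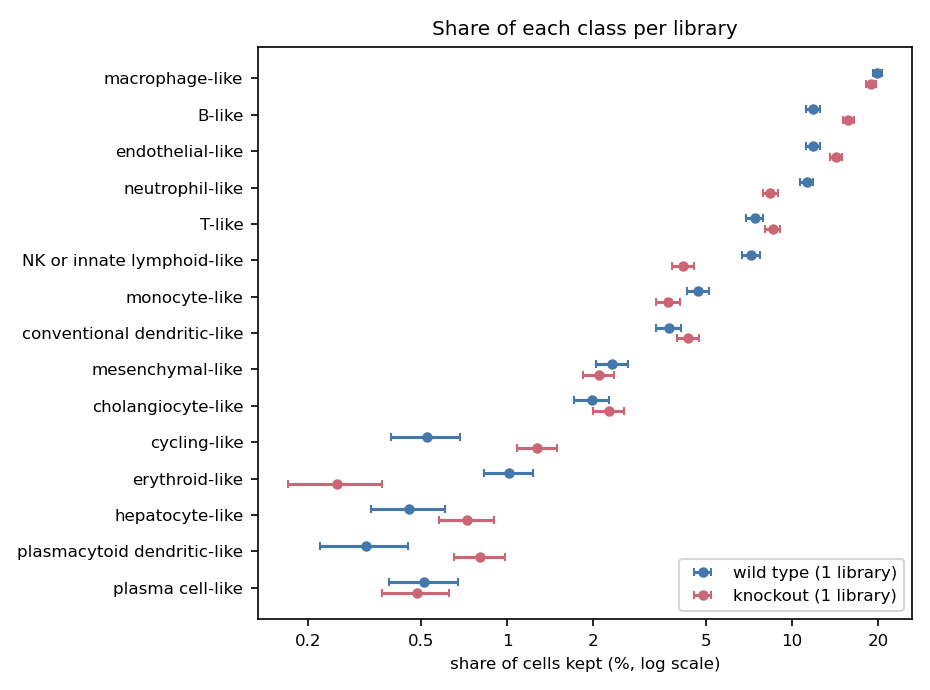
Share of the cells kept (x axis, percent, log scale) in each class with at least 20 cells per library, for the wild-type and the knockout library (points), with Clopper-Pearson 95% intervals. The intervals of mesenchymal-like cells (2.34% and 2.10%) overlap, and those of endothelial-like cells (11.8% and 14.3%) do not.

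The third comparison concerned matrix and contractile genes in mesenchymal-like cells. The median log2 ratio of all 12497 genes with enough UMIs was 0.14 in this class, and scaling by the median of ratios lowers each list's median by 0.11. The fibrillar collagen and crosslinking list (17 genes) had a median log2 ratio of -0.09 (-0.18 to 0.01), at percentile 31.8 of matched random lists. Its members went both ways, 6 higher and 11 lower. Col1a1 went from 1223 to 1633 CPM (log2 ratio 0.42, 0.36 to 0.48) and Col3a1 from 1707 to 2217 CPM (0.38, 0.33 to 0.43). Bgn went from 3083 to 1953 CPM (-0.66, -0.70 to -0.61) and Lum from 1425 to 957 CPM (-0.57, -0.64 to -0.51). The alternative that moved the list most was the automatic doublet threshold, which gave 0.17.

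The myofibroblast contractile list (10 genes) had a median of -0.21 (-0.29 to -0.13), at percentile 10.2. This direction depended on deep cells: the median was 0.10 as a mean of per-cell CPM and 0.10 after thinning. Acta2 had a log2 ratio of -0.24 (-0.38 to -0.10), but 60.2% of its wild-type UMIs lay in 5 cells. Without the 5 richest cells of each library the Acta2 ratio was 0.36.

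The microfibril and elastic fibre list (15 genes, without Mfap2) had a median of -0.15 (-0.24 to 0.05), at percentile 3.69. It was 0.13 under the automatic doublet threshold and 0.08 with no doublets removed. Fbn1 (0.26, 0.11 to 0.40) and Eln (0.35, 0.22 to 0.49) were higher in the knockout library. Mfap5 had 90 UMIs in the wild type and 3 in the knockout (log2 ratio -4.73, -7.44 to -3.54), and Fbln2 had 137 and 57. Of these wild-type UMIs, 98.9% for Mfap5 and 81.8% for Fbln2 lay in 5 cells.

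The TGF-beta response list had a median of 0.19 (percentile 59.8) and the matrix degradation list one of -0.03 (percentile 16.4). The interferon response list stood at 0.23 (percentile 63.9) and the dissociation stress list at -0.01 (percentile 85.8) in this class.

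By the fixed rule, the genes most reduced in knockout mesenchymal-like cells were Ccl2, Mgp, Mt2, Ccl7 and Ifitm1. Ccl2 went from 453 CPM (1399 UMIs) to 103 CPM (370 UMIs), a log2 ratio of -2.14 (-2.31 to -1.98), and Ifitm1 from 1108 to 389 CPM (-1.51). Mgp had a log2 ratio of -2.07, but 92.8% of its wild-type UMIs lay in 5 cells, and without the 5 richest cells of each library it was 0.44. The genes most raised were Itgbl1 (1.43), Cmss1 (1.23), Rsrp1 (1.20), Mbd1 (1.17) and Hsph1 (1.16). Ccl2 and Mt2 each overlap a gene on the opposite strand and Cmss1 overlaps several, and the strand rule of the authors' counting is not stated.

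The fourth comparison concerned macrophage states. The scar-associated macrophage list (12 genes) had a median of -0.10 (-0.11 to -0.09), at percentile 33.3, with 3 genes higher and 9 lower. Trem2 stood at 517 and 497 CPM (-0.06), Gpnmb at 519 and 708 CPM (0.45) and Lpl at 526 and 261 CPM (-1.01). The Gpnmb ratio was -0.03 after thinning. Mean of per-cell CPM moved the list most, to -0.23. With knockout cells weighted to the wild-type mix of the 4 clusters, a calculation added after the values were seen, the list's median was -0.14, Trem2 was -0.17 and Lpl was -0.52.

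The resident Kupffer cell list (10 genes) had a median of -0.89 (-0.93 to -0.84), below each of the 10000 matched random lists (percentile 0), with 8 genes lower and 2 higher. It lay between -0.98 and -0.85 in the 19 alternatives. The list's median was -0.05 within cluster 5 and -0.19 in the other macrophage-like cells, a split added after the values were seen. Marco went from 871 to 101 CPM (-3.11, -3.17 to -3.05) and Cd5l from 3069 to 1316 CPM (-1.22). Timd4 went from 36.2 to 16.5 CPM (-1.13, -1.30 to -0.96), and Clec4f from 253 to 209 CPM (-0.27, -0.33 to -0.22).

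A Clec4f UMI was found in 35.3% of wild-type and 32.0% of knockout macrophage-like cells, at median depths of 10432 and 12645.5 UMIs. After thinning, which left out 32 and 25 of these cells, the shares were 14.5% (12.95 to 16.1) and 11.1% (9.81 to 12.5). In B-like cells the background was 4.66% and 7.23% before and 2.18% and 1.25% after thinning. The inflammatory cytokine list had a median of -0.13 (percentile 32.2), the dissociation stress list 0.34 (percentile 99.9) and the interferon response list 0.44 (percentile 99.2).

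By the fixed rule, the lowest ratios in macrophage-like cells were those of Ninj1 (-1.15), Cfp (-1.10), Ccl6 (-1.08), Gm10076 (-1.08) and Myo10 (-1.07). The highest were those of Bag3 (2.76, 2.69 to 2.83), Mrps6 (2.18), Hsph1 (2.18), Rsrp1 (1.98) and Dnaja1 (1.67). Bag3 went from 82.0 to 556 CPM. Mrps6 overlaps Slc5a3 on the same strand, so its count is uncertain. Ccl6 and Dnaja1 each overlap a gene on the opposite strand.

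The fifth comparison concerned endothelial phenotype. The endothelial capillarisation list (11 of 12 genes used) had a median of -0.51 (-0.56 to -0.46), at percentile 0.29, with 9 genes lower and 2 higher. It lay between -0.61 and -0.37 in the 19 alternatives, the latter under the automatic doublet threshold. Vwf went from 227 to 100.2 CPM (-1.18, -1.30 to -1.07), Plvap from 182 to 112 CPM (-0.70) and Edn1 from 377 to 195 CPM (-0.95), whereas Lama4 went from 183 to 311 CPM (0.77). With knockout cells weighted to the wild-type mix of the 4 clusters, a calculation added after the values were seen, the list's median was -0.47, Vwf was -0.76 and Edn1 was -0.56. The sinusoidal differentiation list (12 genes) had a median of -0.15 (-0.19 to -0.11), at percentile 10.7, and was 0.04 under the automatic doublet threshold. Lyve1 stood at 344 and 327 CPM (-0.07, -0.15 to 0.00) and Bmp2 at 604 and 1094 CPM (0.86).

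In this class the interferon response list had a median of 0.88 (0.78 to 0.95), at percentile 100, and the dissociation stress list one of 0.41 (percentile 99.6). By the fixed rule, the lowest ratios were those of F5 (-1.54, between -2.20 and -0.96 in the alternatives), Fabp5 (-1.49), Gja4 (-1.31), Inhbb (-1.26) and Pgk1 (-1.21). The highest were those of Hsph1 (1.94), Ifit1 (1.86), AW011738 (1.83), Ifit2 (1.75) and Rsad2 (1.69). Rsad2 went from 158 to 509 CPM. F5 overlaps a gene on the opposite strand.

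**Figure D3:**
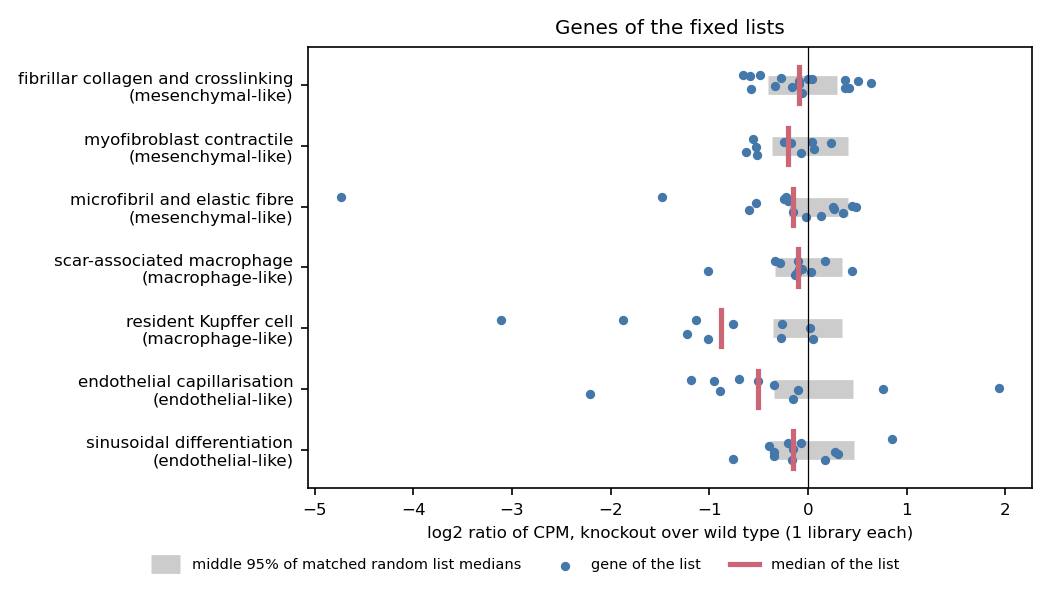
Log2 ratio of CPM, knockout over wild type (x axis), for each gene (points) of the 7 lists that carry a comparison, with the list's median (bar) and the middle 95% of matched random list medians (grey). The Kupffer median (-0.89) and the capillarisation median (-0.51) lie outside the grey range, and the other 5 lie inside it.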

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

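The test of depth for cluster 36 was chosen after its result had been seen, and the alternative that thins cells before clustering was chosen after seeing the data. Clusters without a class name enter no comparison of the report, and 2 of them took a larger share of the knockout library than of the wild-type library, beyond both counting intervals.

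Cluster 2 held 9.21% of knockout and 6.60% of wild-type cells. Its leading genes were Smpdl3b, Cd300e, Ace, Eno3 and Pparg, and it rested on fewer than 3 of the fixed markers of any class. The fixed monocyte markers included Ly6c2 and Ccr2, so monocytes low in such markers would not take that class name. Whether cluster 2 holds such cells was not tested, and the monocyte-like share does not cover it. The test of depth went against depth as the whole source: after thinning every cell before clustering, the log2 ratio of its share was 0.33 (0.20 to 0.47). The knockout cells kept in it did not score higher as doublets: their median Scrublet score was 0.0160 against 0.0259 in the other knockout cells. The highest-scoring cells had been removed before, and a median cannot exclude a minority of doublets, so this test does not decide on doublets. The ratio lay between 0.24 and 0.54 in the 12 alternatives that changed cells or clusters. An effect of genotype, a difference between animals and unequal recovery of other cells all stay open, since there is 1 library per genotype.

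Cluster 36 held 0.376% of knockout cells (43 cells) and 0.0871% of wild-type cells (9 cells). Its knockout cells had a median depth of 13.7% of the library's median. Its leading genes included Robo2, Sntg1 and Pcdh7, and its closest class was the mesenchymal one. Low depth is part of what left it without a class name, so this value decides nothing, and damaged cells or nuclei stay open as a candidate explanation. A cluster that matched it by leading genes was found in 4 of the 12 alternatives, so it did not stay separate throughout. At Leiden resolution 0.5 the mesenchymal-like class held 251 wild-type and 283 knockout cells, against 242 and 240 as reported. This cluster may have joined that class there, where the class's share ratio was 0.03 in place of -0.16. No biological explanation was tested.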

How the results depend on the processing

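The tests chosen only after the result was seen are those that thin cells before clustering, that cluster also without the leading genes of the Kupffer-like cluster, and that leave out the 5 richest cells of each library for a gene. A log2 ratio is called reversed where it changed sign and its reported counting interval did not include 0. The cause of the changes below was not tested, except where stated.

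In all 19 alternatives the Kupffer list stayed below 0 (-0.98 to -0.85), as did the capillarisation list (-0.61 to -0.37) and the scar-associated list (-0.23 to -0.07). The macrophage-like share ratio stayed below 0 (-0.17 to -0.05) and the endothelial-like one above 0 (0.15 to 0.33) in the 12 alternatives that changed cells or clusters. The mesenchymal-like share ratio ran from -0.22 to 0.05. The directions of the fibrillar, contractile, microfibril and sinusoidal lists depended on the alternative.

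With no doublets removed, the list medians were 0.094 (fibrillar), -0.42 (contractile), 0.081 (microfibril), -0.072 (scar-associated) and -0.082 (sinusoidal). Mfap2 in wild-type mesenchymal-like cells was then 48.4 CPM, and Mgp (0.58) and Fbln2 (0.033) reversed. Under the automatic Scrublet threshold they were 0.17, -0.35, 0.13, -0.086 and 0.035, with a change of sign in the fibrillar, microfibril and sinusoidal lists, of which the sinusoidal one is reversed, and with capillarisation at -0.37. Mfap2 was again 48.4 CPM, Mgp (0.68) and Fbln2 (0.11) reversed, and the endothelial-like share ratio was 0.15. That threshold removed 1 wild-type cell, so it left doublets in by construction.

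As a mean of per-cell CPM, the medians were 0.11 (fibrillar), 0.10 (contractile, reversed), -0.23 (scar-associated), -0.45 (capillarisation) and -0.21 (sinusoidal), and Acta2 (0.30) and Mgp (0.065) reversed. After thinning each cell before summing, they were 0.11 (fibrillar), 0.10 (contractile, reversed), 0.064 (microfibril), -0.22 (scar-associated), -0.94 (Kupffer), -0.45 (capillarisation) and -0.19 (sinusoidal). Acta2 (0.47), Tagln (0.087), Mgp (0.26) and Gpnmb (-0.033) reversed. Mfap2 was 48.2 CPM in the wild type and 0 in the knockout. Both alternatives lower the weight of deep cells by construction.

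Scaling by the median of ratios shifts all genes of a class by the same amount. It gave -0.20 (fibrillar), -0.32 (contractile), -0.26 (microfibril), -0.20 (scar-associated), -0.98 (Kupffer), -0.45 (capillarisation) and -0.10 (sinusoidal). Leaving out the 5 richest cells gave -0.052 (contractile) and -0.11 (scar-associated), and reversed Mgp (0.44), Acta2 (0.36) and Spp1 (0.10).

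The scar-associated median was -0.071 when clustering with the list genes kept, -0.092 with genes centred per library, -0.088 with separate clustering and -0.079 with thinning before clustering. Thinning before clustering also gave a macrophage-like share ratio of -0.17. Separate clustering reversed the monocyte-like share ratio (0.12). Cells with at least 500 genes and at most 10% mitochondrial UMIs gave a contractile median of -0.34. Genes with at least 1 UMI gave a capillarisation median of -0.61.

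For the 69 other results, 950 of 1133 values stayed within their counting interval, 169 moved beyond it, and 14 reversed, in 7 results. In 56 results the sign held throughout, and in the 6 that remain it changed where the reported interval included 0. Mfap2 in knockout cells rests on 3 UMIs, and Mfap5 on 3 as well, so the depth limits how low either can be said to be.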

Other observations

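The tests chosen only after the result was seen are those within the Kupffer-like cluster, on the wild-type cluster, on free RNA, on sex, on the mix of clusters within the endothelial-like and macrophage-like classes, on other mesenchymal cells and on heat-shock transcripts. The genes Cxcl13, Hspd1, Hspa4l, Hist1h1e, AY036118, Dnaja4, Gm4070, Apoa2, Xist and Ddx3y, and the genes shown as leading clusters, were chosen after their values were seen.

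A cluster led by Kupffer cell genes held 719 wild-type cells (6.96%) and 256 knockout cells (2.24%), a log2 ratio of -1.63. The ratio stayed below 0 in the 12 alternatives that changed cells or clusters, but its size varied, from -1.81 to -0.80 in 11 of them. When the cluster's leading genes were also left out of clustering, the group merged with other macrophage-like cells and the ratio was -0.13. That ratio is of a merged group, so it says little about the size for this cluster. List genes such as Marco were already left out of the reported clustering. Cxcl13, a leading gene outside the fixed lists, went from 163 CPM in all wild-type cells to 11.3 CPM in all knockout cells. Its difference between the libraries may therefore have shaped the size of -1.63. The share of macrophage-like cells with a Clec4f UMI was lower in the knockout before thinning (32.0% against 35.3%) and after it (11.1% against 14.5%). Lower depth is not its source, as the knockout cells were the deeper ones (median 12645.5 against 10432 UMIs). For the same reason the thinning had little to test. Clec4f was also higher within the cluster (log2 ratio 0.96), so this share is no clean measure of Kupffer-like cell number. The unnamed low-UMI cluster led by Kupffer genes held 1.07% of knockout and 1.86% of wild-type cells. Its knockout cells are too few to fill the gap between 2.24% and 6.96%, which argues against loss to it as the whole source. Its log2 ratio (-0.80) was smaller in size than -1.63, so a partial loss to low-UMI cells stays open. Stress during dissociation remains a candidate explanation, with the stress list at percentile 99.9 in macrophage-like cells. Such a rise was not general: the list lay above the 95th percentile in 4 of 10 classes, and its median was above 0 in 7. An effect of genotype was not tested and stays open.

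Fewer cells of that cluster could explain part of the lower Kupffer list. Within the cluster the list stood at percentile 46.8 (median -0.05, 5 genes lower and 5 higher), against a median of -0.89 in the whole class. Members went both ways, so this does not settle the source for each gene. Clec4f (0.96 and 0.15) and Slc40a1 (0.31 and 0.40) were higher both within and outside the cluster. Both were lower in the whole class (-0.27 and -0.26), so for these 2 genes the fall came from the cluster's smaller share. Timd4 was 0.18 (-0.01 to 0.36) within the cluster, a value that a change in cell number alone allows. Marco was still -1.75 (-1.81 to -1.69) there, so cell number is not its whole source. Cd163 (-0.71, -1.05 to -0.40) and Cd5l (-0.38, -0.40 to -0.35) were lower within the cluster as well, whereas Clec4f was higher (0.96). In macrophage-like cells outside the cluster the list's median was -0.19 (-0.38 to -0.03, percentile 8.68), with 7 genes lower and 3 higher. Among the lower ones were Marco (-2.23, -2.39 to -2.07), Cd163 (-1.11, -1.70 to -0.54), Cd5l (-0.74) and Folr2 (-0.67). Outside the cluster Marco stood at 87.6 CPM in the wild type and 18.7 CPM in the knockout. In B-like cells it stood at 102.5 and 9.67 CPM, so free RNA stays open as a source of the Marco fall outside the cluster.

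Free RNA that differs between the libraries is a candidate source of genes lower in the knockout in each class tested: 6 of 6 (Cxcl13, Marco, Hbb-bt, Hbb-bs, Hba-a1 and Hba-a2) had a top class at least 10 times the median of the others. In macrophage-like cells free RNA is not the whole source of the Marco fall of 770 CPM, as the highest wild-type level in the 9 other classes with at least 100 cells per library was 102.5 CPM. Of the 7 genes higher in each class, Apoa2 met this criterion, at 366 times the median with hepatocyte-like cells on top. Outside hepatocyte-like cells Apoa2 had a log2 ratio of 2.32 (10.7 to 53.2 CPM), and the 8 hepatocyte markers had a median of 1.08. Apoc3 (2.20), Fgb (2.42) and Cyp3a11 (2.33) rose about as far as Apoa2, whereas Alb (0.17) and Ttr (-0.18), which were more abundant, did not. Free RNA from hepatocytes may explain Apoa2, but markers that go both ways leave this undecided. Of the other 6 (Hspd1, Hspa4l, Hist1h1e, AY036118, Dnaja4 and Gm4070), 0 met it, with ratios from 1.94 to 8.91, which argues against free RNA from a single class for them.

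Passenger or strain variation linked to Mfap2 stays open. Of these 13 genes 0 lie within 5 Mb of it and 0 on chromosome 4, which argues against linked variants within the genes themselves. With 36 of 6166 tested genes that near, chance gives such a count as well, and linked variants that act on distant genes were not tested. Of the 27 genes named by the fixed rule, 4 lie on that chromosome: Rsrp1 at 6.09 Mb from Mfap2, Gja4 at 13.7 Mb, AW011738 at 15.2 Mb and Dnaja1 at 100.3 Mb. The test did not cover these 4. Sex of the animals was argued against, as Xist stood at 0.0501 CPM in the knockout and 0.0284 CPM in the wild type, with Ddx3y at 149 CPM in the wild type and 198 CPM in the knockout.

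The mix of clusters within the endothelial-like class differed: cluster 4, led by Stab2 and Clec4g, made up 45.0% of wild-type and 59.9% of knockout cells. Cluster 8 made up 36.5% and 25.5%. Its cells were shallow (median 1356 and 1459 UMIs), with median mitochondrial shares of 9.49% and 8.80%, against 3.40% and 3.35% in cluster 4. The difference in mix may therefore partly be one of cell quality. With knockout cells weighted to the wild-type mix, the capillarisation list stayed at -0.47 (-0.53 to -0.37, percentile 0.49), which argues against the mix of these clusters as its whole source. Part of the lower Vwf and Edn1 may come from the mix, since Vwf went from -1.18 to -0.76 and Edn1 from -0.95 to -0.56 under this weighting. Finer differences in makeup within the clusters were not tested.

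In the macrophage-like class, cluster 1 made up 52.0% of wild-type and 72.2% of knockout cells, cluster 5 made up 34.9% and 11.9%, cluster 15, led by Atp6v0d2, Gpnmb and Mmp12, 10.2% and 8.02%, and cluster 23 2.87% and 7.92%. With knockout cells weighted to the wild-type mix, the scar-associated list was -0.14 (-0.16 to -0.11, percentile 22.96). Within single clusters its median was -0.20 (cluster 1), -0.05 (cluster 5) and -0.11 (cluster 15). Cluster 23 went the other way, at 0.26 (0.17 to 0.34, percentile 94.9), with 9 genes higher and 3 lower. A different mix of these clusters may shift single genes, since Lpl went from -1.01 to -0.52 and Trem2 from -0.06 to -0.17, but for the list this stays undecided because its members went both ways.

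The 11 heat-shock genes lay above the 95th percentile in 7 of 10 classes, and their median was above 0 in all 10. Handling of a single cell suspension may explain this, and with 1 library per genotype it cannot be told apart from an effect of genotype. The interferon response list lay above the 95th percentile in 6 of the 7 classes not examined before, the exception being cholangiocyte-like cells (percentile 55.0). Over all 10 classes it did so in 8, with mesenchymal-like cells (percentile 63.9) as the other exception. A difference that acts on the whole library could produce this, and infection, animal and genotype were not separated.

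A few wild-type cells of another mesenchymal type may account for Fbln2: without the cells that held at least 3 of 7 portal fibroblast genes (22 wild-type, 18 knockout) its log2 ratio was -0.11 (-0.83 to 0.63). By the same test Mgp was -1.05 (-1.22 to -0.88), although its few rich cells carry it, as it was 0.44 without them. Mfap5 was -2.86 on 5 and 0 remaining UMIs, too few to decide. Mfap2 was -5.93 (-9.57 to -4.63), which argues against this source for it.

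Of the 3 knockout Mfap2 UMIs, 66.7% (9.43 to 99.2) lay in mesenchymal-like cells, which hold 3.61% of that library's UMIs. Residual Mfap2 RNA may explain them, but 3 UMIs are too few to decide, and misassigned reads were not tested.

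A cluster of 233 wild-type and 11 knockout cells (2.25% and 0.0963%) had leading genes Meg3, Erbb4 and Kcnma1. The median depth of its wild-type cells was 12.9% of the library's median (607 against 4704 UMIs), and their Malat1 share was 2.5% against 1.27%. Low depth is part of what left this cluster without a class name, so its depth decides nothing. Damaged cells or nuclei stay open as a candidate explanation, and genotype stays open as untested.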
